A study of Homo sapiens with 16 samples.

How the data were processed

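The series holds 16 libraries of the human microglial cell line HMC3, wild type or labelled METTL3 knockout: 5 and 5 made from poly(A) RNA with Smart-seq2, and 3 and 3 made after ribosomal RNA depletion with a directional kit, from 100 ng of RNA per the labels' protocols. Aligner, counting tool, genome build, annotation and statistical test are not stated in the labels. Samples were grouped by the genotype and library type in their titles, and columns of the TPM table were matched to samples by genotype and replicate number in their names. No column of per-sample values was left unused.

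For the poly(A) libraries the authors deposited a table of 1 comparison with the column names that DESeq2 gives. Per the file headers it holds a mean normalized count, which is treated here as a signal pooled over libraries, a log2 fold change with its standard error on the log2 scale, a Wald statistic (a score), a p-value and an adjusted p-value for each of 60669 genes. It holds no value for a single library, so these results are described and not retested, no SD or n is attached to them, and none of the alternatives that need counts was run. The deposited table does not say which group is the numerator of its log2 fold change. A positive value was taken as higher in knockout because the table is named for the knockout, and because 91.5% of the 177 genes that passed the threshold with an absolute log2 change of at least 1 in both library types then had the same sign. If the numerator were the wild type, every direction given from that table would be opposite. For the rRNA-depleted libraries the authors deposited TPM, the share of each gene in a library after division by gene length, with the same total in every library. A fit on counts had been foreseen for the poly(A) libraries and was replaced as described.

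Gene lengths (union of exons), gene types, positions and the GC content of the longest transcript came from GENCODE 29 on GRCh38, which matched 56927 of the 60669 gene identifiers (93.8%). The authors' annotation and whether their counting used strand are not stated, so the positions are those of GENCODE 29. The worth of 1 read in each library was taken from the commonest ratio of low TPM values between libraries. The step of TPM multiplied by length was also used. Of the values above 0, 91.0% then came out as whole reads, to within 0.02 reads. The smallest depth was 266157 and the largest 1267171 reads, over genes with a length. A group was taken as at the floor where all its libraries held 3 reads or fewer, and a fold against such a group was computed against 3 reads. Libraries of a label were compared in pairs by a chi-square test of whole reads over genes with at least 10 reads in the pair. The 1 pair that did not differ at 0.05, knockout-labelled libraries 1 and 2, was averaged, a choice made after the data were seen. The design fixed before the data were examined had treated these 6 libraries as separate samples, and that fit is given among the alternatives.

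The rRNA-depleted libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) on log2(TPM + 1), over genes with at least 1 TPM in at least 3 libraries, with genotype as the term and Benjamini-Hochberg adjustment at 0.05. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. For short genes, where 1 read is worth many TPM, a value of 0 gives a large change on this scale from few reads, so bounds against 3 reads are given for them where a group is at the floor. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, METTL3 left out of its list, adjusted over 7 lists. For the authors' deposited table the median of each list was placed among 10000 random lists drawn from 20 bins of mean expression. METTL3 was also tested with a two-sided exact permutation test in scipy 1.17.1. Other steps used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures matplotlib 3.10.9.

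Before use, the limma step was tested on simulated reads for 14673 genes in 5 samples of the observed depth. In these, 200 genes were changed by 2 on the log2 scale. They were drawn from genes above a floor of mean reads, so recovery of genes with few reads was not tested. No shift of the median of all genes was planted, unlike the shift seen in the data. The limma step recovered 112 of the 200 (56%), all in the right direction, called 2 other genes, and called 0 genes when none was changed. Over the 10452 genes with a mean of at least 5 reads it recovered 168 (84%) and called 1 other. The step for random lists gave a p under 0.05 for 2 of 100 unchanged lists, and placed a shifted list of 30 genes at the 99.95 percentile. The genes simulated for that step varied independently, so correlation between members was not tested.

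Most genes named in the text follow a rule set before the data were examined: METTL3, ZBP1, members of the lists, and in each library type the 5 genes that rose and the 5 that fell most among those with an adjusted p under 0.05, a mean of at least 5 TPM (50 normalized counts for the poly(A) table), a symbol and, where single libraries have values, groups that do not overlap. COL1A1, MT-RNR2, GAPDH, ACTB, 7SK and RMRP are outside this rule and were chosen after their values were seen. ACTB and the histone genes H4C2, H1-4 and H4C5 were not followed through the alternatives. Some members of the lists are not reported by name here. The alternatives tried were pseudocounts of 0.1 and 0.5, no filter and a filter at 5 TPM, 4 other scalings, eBayes without trend, a replicate block, leaving out each library, an absolute log2 change of at least 1 and a threshold of 0.01. The fit first planned, with the 6 libraries as separate samples, became an alternative once the averaging was chosen, and the replicate block was run in it. Chosen after seeing the data were removal of the GC trend from each library with a spline of 5 degrees of freedom, a mean of at least 5 recovered reads, reads thinned to the depth of the shallowest library, and limma's voom on the recovered reads.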

Results

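RNA was sequenced from HMC3 cells, a human microglial cell line, labelled wild type or knockout of METTL3, which encodes the catalytic subunit of the methyltransferase that writes N6-methyladenosine (m6A) on RNA. The labels list 16 libraries of 2 types. Smart-seq2, which amplifies polyadenylated RNA, gave 5 libraries labelled wild type and 5 labelled knockout. The other 6 libraries, 3 per genotype, were made after depletion of ribosomal RNA with a directional kit, which also retains RNA without a poly(A) tail. The poly(A) libraries were used here through the authors' deposited table of 1 comparison, which holds no value for a single library, and the rRNA-depleted libraries through TPM, each gene's share of the transcripts of a library after division by gene length, for 60669 genes.

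TPM carries no depth by itself, but applying gene lengths from GENCODE 29 gave what 1 read was worth. Of the values above 0, 91.0% were then whole multiples of it, to within 0.02 reads. The depth recovered in this way was 407900, 266157 and 487272 reads for wild-type libraries 1 to 3 and 1038575, 1267171 and 512627 reads for knockout-labelled libraries 1 to 3. The limits quoted below as 3 reads cover counting error only, since no molecular identifiers are stated for the reads. A difference beyond sampling noise, which alone gives 1 per degree of freedom, was not found between knockout-labelled libraries 1 and 2: the chi-square statistic of their reads over 10119 genes was 1.02 per degree of freedom (p = 0.0646, chi-square test over genes), against 1.26 and 1.34 for the other pairs with that label and 1.17 to 1.54 for the pairs of wild-type libraries. Libraries 1 and 2 were averaged and counted as 1 sample, a choice made after the data were seen, which left 3 wild-type and 2 knockout-labelled samples. The test cannot show that they are 1 sample, since separate samples may also differ by no more than sampling noise. The correlation of log2(TPM + 1) between libraries was 0.83 to 0.86 within the wild type, 0.88 to 0.91 within the knockout label and 0.62 to 0.66 between them, across 14789 genes, which are not independent replicates.

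The targeted gene was examined first, because it checks the labels. METTL3 (ENSG00000165819; chromosome 14, 21498133 to 21511375, minus strand, GRCh38) stood at 31.2, 31.6 and 25.4 TPM in the wild-type libraries and at 39.2, 39.96 and 42.7 TPM in the libraries labelled knockout, from 18 to 86 reads per library. The means were 29.4 ± 3.49 TPM (SD, n = 3) and 41.2 ± 2.21 TPM (SD, n = 2). The log2 change on the log2(TPM + 1) scale was 0.48 (SE 0.19), with a limma adjusted p of 0.106 and a two-sided exact permutation p of 0.2, the smallest that 3 against 2 samples allow. Relative to the median change of all genes it was 0.07, and with median ratio scaling it was 0.15 (limma adjusted p 0.595). The alternative that moved it most removed the trend with GC content from each library and gave -0.33, and in the fit first planned, with the 6 libraries as separate samples, the log2 change was 0.46 and the limma adjusted p 0.0486. METTL3 in the authors' deposited table had a log2 fold change of 0.09 (SE 0.11) with an adjusted p of 0.654. METTL3 mRNA was thus not lower in the libraries labelled knockout in either type, so mRNA levels do not check that label, and every direction below is for the libraries labelled knockout against wild type.

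ZBP1, the gene named in the title of the series, encodes a sensor of Z-form nucleic acid that can start cell death. ZBP1 (ENSG00000124256; chromosome 20, 57603846 to 57620576, minus strand, GRCh38) was listed at 0 TPM in all 6 rRNA-depleted libraries. A count of 0 allows up to 3 reads, which for this gene equals 3.93, 5.74 and 3.32 TPM in wild-type libraries 1 to 3 and 1.86, 1.52 and 3.58 TPM in knockout-labelled libraries 1 to 3. RIPK3 was also listed at 0 in all 6, and so was RMRP, an RNA that dividing cells use, so a 0 in this table is reported only as listed. The authors' deposited table gave ZBP1 a mean normalized count of 0.0374 and no adjusted p. A difference in ZBP1 mRNA was not detectable at this depth in either library type.

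The poly(A) comparison asks which polyadenylated mRNAs differ between the genotypes. An adjusted p was given for 14009 genes of the authors' deposited table, and 2782 of them (19.9%) were under 0.05, with 1338 higher and 1444 lower in the libraries labelled knockout. Requiring an absolute log2 fold change of at least 1 moved this count most, to 647 genes, of which 374 were higher and 273 lower. By the naming rule, the authors' deposited table put BST2 first among the genes that rose, with a log2 fold change of 4.99 (SE 0.22) and an adjusted p of 2.35e-113. IFITM1 (4.59), OAS2 (4.11), IFI27 (3.99) and IFI44 (3.03) followed by log2 fold change in the authors' deposited table. The 5 genes that fell most in the authors' deposited table were LAMTOR5 (-2.72), TES (-2.21), TGFB2 (-2.13), ANXA3 (-1.98) and BGN (-1.66). The largest adjusted p among these 10 genes of the authors' deposited table was that of BGN, 4.17e-19.

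The rRNA-depleted comparison asks the same of total RNA without ribosomal RNA. Of 14789 genes tested, 5220 (35.3%) had a limma adjusted p under 0.05, with 3382 higher and 1838 lower in the libraries labelled knockout. These calls are between labels, and a difference in RNA quality, depletion or library preparation was not separated from the genotype. The adjusted p threshold of 0.01 moved the count most, to 2242 genes. The values of the 2 sample groups did not overlap for 9273 genes (62.7%), where chance gives 20%. The log2 change had an SD of 1.60 over genes and a median of 0.41. Median ratio scaling brought that median to 0.12 and the calls to 2415 higher and 2443 lower, which is 49.7% higher against 64.8% with TPM as deposited, so gene lists below are given relative to the median of all tested genes. Log2 changes also fell with the GC content of the transcript: the Spearman correlation across 14669 genes was -0.37, and the median went from 1.20 in the bin of lowest GC content to -0.36 in the bin of highest.

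**Figure D1:**
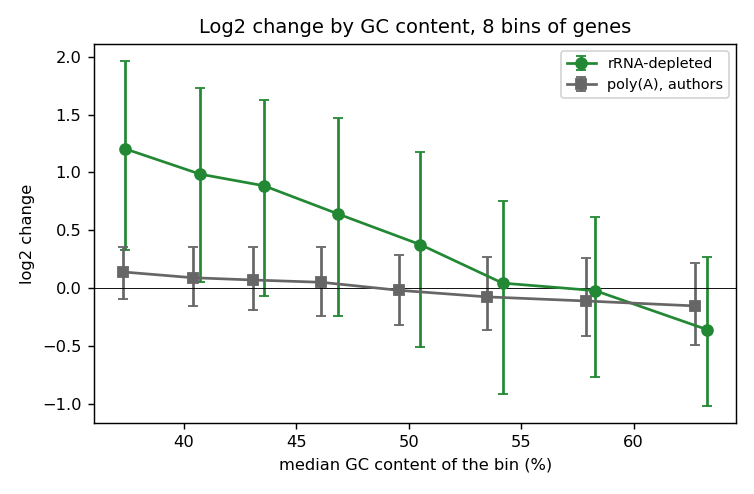
Log2 change of knockout-labelled against wild-type libraries (vertical axis) in 8 bins of genes by GC content of the longest transcript in percent (horizontal axis); points are bin medians and bars run from the lower to the upper quartile of genes. The rRNA-depleted medians fall from 1.20 to -0.36, and the medians of the authors' deposited table for the poly(A) libraries fall from 0.14 to -0.15.

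The naming rule selected short RNAs with few reads in the rRNA-depleted libraries. The 5 that rose most were SNORD4A, SNORD114-1, MIR125B1, RPL39P3 and MIR3153, each listed at 0 TPM in all 3 wild-type libraries and carrying at most 9, 3, 4, 11 and 4 reads in a knockout-labelled library. Measured against 3 reads in the wild-type libraries, none of these 5 exceeded that limit, so no fold is given for them. The 5 that fell most were MT-TM, MIR619, RNVU1-31, RNU6-923P and SNORA74B. MT-TM, a mitochondrial tRNA gene, had 705 ± 152 TPM (SD, n = 3) in the wild type and was listed at 0 in the libraries labelled knockout, at least 2.47-fold lower, with a limma adjusted p of 0.0004. RNVU1-31 was at least 6.38-fold lower, MIR619 at least 1.89-fold and RNU6-923P at least 1.01-fold lower. SNORA74B fell by 7.42 on the log2 scale (SE 1.69), from 1386 ± 217 TPM (SD, n = 3) to 31.8 ± 45.01 TPM (SD, n = 2), with a limma adjusted p of 0.024 that rose to between 0.0582 and 0.0618 when any 1 wild-type library was left out and to 0.0632 with a pseudocount of 0.1. SNORA74B was listed at 0 in knockout-labelled library 3, and without that library its log2 change was -4.41, so 1 library decides its size. With reads thinned to the shallowest library SNORD4A and RNU6-923P lost the threshold, and under voom SNORD114-1, MIR125B1 and MIR3153 did. RNVU1-31, RNU6-923P and RPL39P3 have near-identical copies in the genome, so reads may have been split among them.

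Some abundant genes, chosen after their values were seen, also differed by more than the spread between samples. COL1A1 had 10669 ± 1214 TPM (SD, n = 3) in the wild type and 819 ± 64.5 TPM (SD, n = 2) in the libraries labelled knockout, a log2 change of -3.70 (SE 0.15). The mitochondrial ribosomal RNA MT-RNR2 fell from 9259 ± 1475 TPM to 465 ± 38.8 TPM, a log2 change of -4.30 (SE 0.17). Because these libraries were depleted of ribosomal RNA, a difference in depletion between the labels, which was not tested, could also give this fall. GAPDH rose from 1157 ± 35.9 TPM to 3696 ± 168 TPM, a log2 change of 1.67 (SE 0.10). ACTB, also abundant, did not differ, with 2861 ± 207 TPM in the wild type and 2905 ± 7.15 TPM in the libraries labelled knockout. Its log2 change was 0.02 (SE 0.12), with a limma adjusted p of 0.89. Genes annotated as 7SK, a small nuclear RNA, together had 38229 ± 2144 TPM in the wild type (SD, n = 3) and 150938 ± 8131 TPM in the libraries labelled knockout (SD, n = 2).

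Interferon-stimulated genes form the first of 7 lists fixed before the data were examined. For 51 members the authors' deposited table gave an adjusted p, with a median log2 fold change of 1.64, above all 10000 random lists of the same size matched on mean expression (p = 0.0002, the smallest they can give; 0.0007 adjusted over the 7 lists). 50 of the 51 had a log2 fold change above 0 in the authors' deposited table, 48 had an adjusted p under 0.05 over all genes and 49 when adjusted over the list alone. Random lists do not allow for correlation between members, for this list or the others, so their p-values may be too small. In the rRNA-depleted libraries 49 members were tested, with a median log2 change of 1.84, or 1.43 relative to all genes, and 38 of 49 lay above the median of all genes. The camera test gave an adjusted p of 8.12e-05 over the 7 lists. With 14 members whose wild-type or knockout-labelled libraries were all at or under 3 reads set to their bound, and 1 at that level in both left out, the median relative to all genes was 0.91. With the GC trend removed from each library, an alternative chosen after seeing the data, the median relative to all genes was 0.96. In limma, 29 members were higher and 3 lower at an adjusted p under 0.05 over all genes, and 35 passed when adjusted over the list alone.

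Among single members, BST2 rose from 39.3 ± 3.11 TPM (SD, n = 3) to 303 ± 28.0 TPM (SD, n = 2), a log2 change of 2.92 (SE 0.13; limma adjusted p of 0.000872). OAS2 was at least 6.44-fold and IFI44 at least 3.38-fold higher, the latter not past the threshold under 3 alternatives. IFITM1, which shares sequence with IFITM2 and IFITM3, was at least 1.34-fold higher, but its limma adjusted p of 0.0448 rose above the threshold under 9 alternatives, to 0.153 with a pseudocount of 0.1. IFI27 did not pass, with a limma adjusted p of 0.0615, and passed under 5 alternatives, at 0.0455 without wild-type library 1. EIF2AK2 (-1.05), PSMB8 (-0.87) and IFI6 (-0.76) were the 3 members that fell past the threshold on the log2 scale in the rRNA-depleted libraries, and PSMB8 did not pass with reads thinned. All 3 were higher in the authors' deposited table, with log2 fold changes of 1.26, 0.58 and 2.18.

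**Figure D2:**
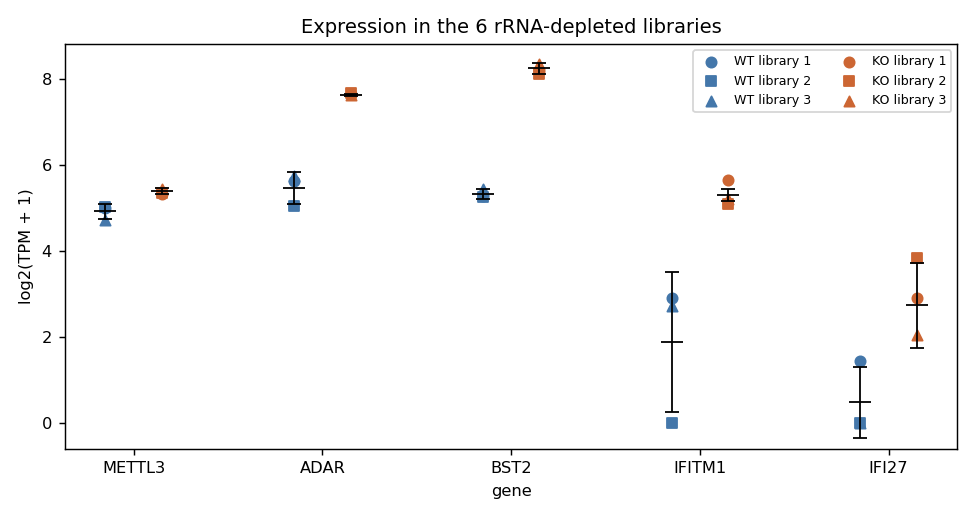
Expression on the log2(TPM + 1) scale (vertical axis) of METTL3, ADAR and the interferon-stimulated genes BST2, IFITM1 and IFI27 (horizontal axis) in the 3 wild-type (blue) and 3 knockout-labelled (orange) rRNA-depleted libraries; the black bars are the mean and SD over 3 wild-type and 2 knockout-labelled samples, libraries 1 and 2 of the latter counted as 1. METTL3 lies between 25.4 and 42.7 TPM in all 6 libraries, while BST2 rises from a mean of 39.3 TPM to 303 TPM.

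The list of ZBP1 and cell death genes did not stand apart. Its median in the authors' deposited table was 0.15, at the 83.1 percentile of random lists (adjusted p 0.473), and 3 of 15 members had an adjusted p under 0.05, which was also 3 when adjusted over the list alone. In the rRNA-depleted libraries its median was -0.51 relative to all genes (camera adjusted p 0.394, 14 members), with 4 past the limma threshold over all genes and 4 adjusted over the list alone. Among them were ADAR (2.17), GSDMD (-2.16) and TRADD (-2.50), given as log2 changes. TRADD did not pass without wild-type library 1 (limma adjusted p 0.0641) or 3 (limma adjusted p 0.0599). ADAR rose from 44.3 ± 10.6 TPM (SD, n = 3) to 199 ± 3.18 TPM (SD, n = 2). ADAR was also higher in the authors' deposited table, with a log2 fold change of 0.77 (SE 0.09) and an adjusted p of 1.13e-14. GSDMD (-0.43, adjusted p 0.316) and TRADD (0.53, adjusted p 0.45) did not pass in the authors' deposited table, and TRADD had the opposite sign.

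For the 13 mitochondrially encoded genes, the median was 0.38 in the authors' deposited table (99.9 percentile, adjusted p 0.0047 over the 7 lists) and 2.29 relative to all genes in the rRNA-depleted libraries (camera adjusted p 1.05e-05), or 1.78 with the GC trend removed. In the latter 11 were higher and 1 lower past the limma threshold over all genes, and 13 passed adjusted over the list alone. Of the same genes in the authors' deposited table, 6 were higher and 3 lower, and 12 passed adjusted over the list alone. The 3 lower were MT-ND3 (-0.84), MT-CO3 (-0.62) and MT-ATP8 (-0.45). Their log2 changes in the rRNA-depleted libraries were opposite, at 1.59, 3.25 and 0.64, the last not past the limma threshold over all genes. MT-ND6, which lies on the opposite strand from the other 12, was the member that fell in the rRNA-depleted libraries, by 1.62 on the log2 scale. In the authors' deposited table MT-ND6 was higher, with a log2 fold change of 0.44 and an adjusted p of 0.00101. Whether the authors' counting used strand is not stated, so reads of MT-ND6 and of genes that overlap others may be mixed. Histone genes, whose mRNAs lack a poly(A) tail, had a median of 0.93 relative to all genes over 53 members in the rRNA-depleted libraries (camera adjusted p 0.00891; 31 higher and 9 lower past the limma threshold over all genes, 41 adjusted over the list alone). With 4 members at their bound and 1 left out the histone median was 0.69. The authors' deposited table gave 34 histone genes a median of -0.25 (1.43 percentile, adjusted p 0.0504), with 4 past the threshold and 3 adjusted over the list alone. Histone genes share sequence with one another, so reads may have been split among copies.

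The NF-kB and cytokine list had a median of 0.93 over 14 members in the authors' deposited table, above all random lists (adjusted p 0.0007), with 5 members past the threshold and 7 adjusted over the list alone. Of the 14 members, 9 had a log2 fold change above 0. In the rRNA-depleted libraries its median was 1.04 relative to all genes over 12 members (camera adjusted p 0.204; 5 past the limma threshold and 6 adjusted over the list alone). Of these members 2 held 3 reads or fewer in every library, and 5 did so in all wild-type libraries, 4 of them with a lower limit under 1-fold. With the 5 at their bound and the 2 left out the median relative to all genes was -1.09, but a limit under 1-fold does not show a fall, so no direction is given for this list. The m6A writers, erasers and readers, METTL3 left out, had a median of 0.07 in the authors' deposited table (76.5 percentile, adjusted p 0.548; 5 of 20 past the threshold and 5 adjusted over the list alone) and 0.60 relative to all genes in the rRNA-depleted libraries (camera adjusted p 0.128; 12 of 20 and 14). The p53 targets had 0.08 in the authors' deposited table (69.9 percentile, adjusted p 0.603; 4 of 20 and 4) and -0.46 relative to all genes in the rRNA-depleted libraries (camera adjusted p 0.147; 6 of 20 and 5), or -0.62 with 1 member at its bound. Under fry, a list is tested for a rise or fall against no change, not relative to all genes. The interferon, mitochondrial, histone, cytokine and m6A lists had fry adjusted p-values of 0.000948 or less. The median of all genes was itself 0.41, so fry does not separate a list from that shift. Under camera with an estimated correlation no list passed, the lowest adjusted p being 0.181. The median of each list relative to all genes kept its sign under quantile normalization. It also did under 75th percentile and median ratio scaling, but these apply 1 factor per library. Centring on all genes largely removes such a factor, so these scalings hardly test the sign.

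The 2 library types compare the same 2 labels. In the rRNA-depleted libraries preparation was not separated from genotype, so the types may not measure the same contrast. Across 12498 genes present in both, the log2 changes had a Pearson r of 0.196 and a Spearman rho of 0.190, described over genes, which are not independent replicates. Restricting to the 1327 genes past the threshold in both moved r most, to 0.491. Of those, 893 (67.3%) changed the same way, and of the 177 with an absolute log2 change of at least 1 in both as well, 162 (91.5%) did, or 90.8% of 152 genes without members of the interferon list. The 91.5% also served to choose which sign of the authors' deposited table means knockout, so the sign of r and these shares are not independent evidence that the types agree. Among the 5 genes that fell most in the authors' deposited table, TES also fell in the rRNA-depleted libraries, by 2.50 on the log2 scale (SE 0.35; limma adjusted p 0.00624). BGN rose by 1.43 (SE 0.31; limma adjusted p 0.0201, and 0.0509 without wild-type library 3). LAMTOR5 (0.88), TGFB2 (0.78) and ANXA3 (0.50) also had log2 changes above 0, opposite to the authors' deposited table, and did not pass the threshold. LAMTOR5 passed as a rise under 3 alternatives, at a limma adjusted p of 0.0402 without knockout-labelled library 1, and TGFB2 (-0.16) and ANXA3 (-0.39) changed sign with the GC trend removed, ANXA3 also under voom (-0.16). Without knockout-labelled library 3 the log2 change of TGFB2 was 0.37 and that of ANXA3 0.22, and ANXA3 ranged from 0.14 without wild-type library 2 to 0.84 without wild-type library 3. Log2 changes from independent pairs of rRNA-depleted libraries had an r of 0.701 with each other over the same 12498 genes.

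**Figure D3:**
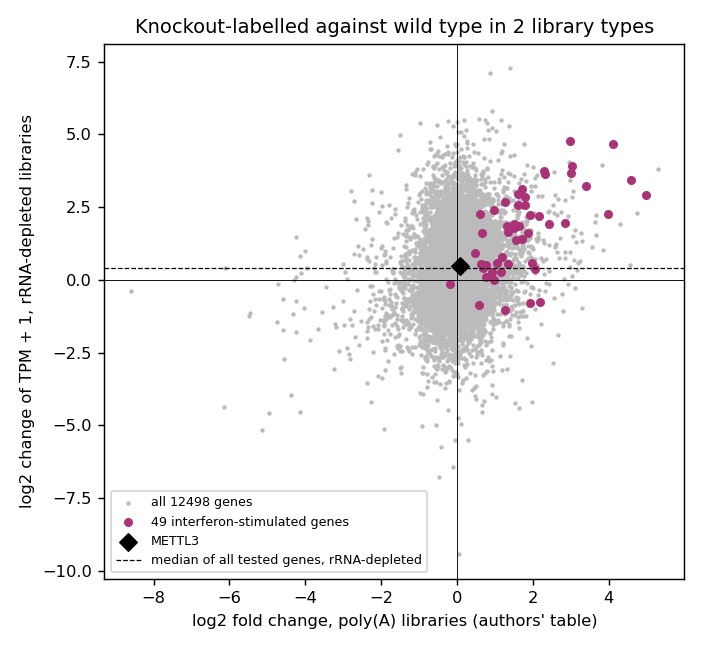
Log2 fold change of 12498 genes in the poly(A) libraries, from the authors' deposited table (horizontal axis), against the log2 change of TPM + 1 in the rRNA-depleted libraries (vertical axis); purple points are 49 interferon-stimulated genes, the diamond is METTL3, and the dashed line is the median of all tested rRNA-depleted genes, 0.41. The interferon-stimulated genes lie mostly in the upper right, and r over all points is 0.196.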

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

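The tests in this part were chosen after the result was seen. The authors' deposited table carries signal from libraries outside the comparison it reports. Genes with 1 read in 1 library take a fixed mean normalized count for each library, and the table shows 15 such levels, from 0.0324 to 0.103, shared by 146 to 624 genes each. The levels fall into 3 classes of 5 by log2 fold change, and the 5 levels of the third class have a log2 fold change of exactly 0, as DESeq2 gives where both compared groups hold no reads. In all, 1699 genes with a mean above 0 have a log2 fold change of exactly 0 and so appear to owe their reads to libraries of neither compared group. Taken as 15 libraries, the levels imply size factors with a geometric mean of 1.01, close to what such factors have by construction, and taken as 10 libraries they imply 1.52.

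A fit of the 10 labelled poly(A) libraries alone would give 10 levels and is excluded by the 15 seen. A fit that added the 6 rRNA-depleted libraries would put 6 levels at 0 and not 5. What remains open is that 5 other libraries, which are not analysed here, may have entered the authors' fit. Their condition is not known here and no biological explanation was tested. They would enter the mean normalized count and the estimate of spread behind every adjusted p of that table, while the fold changes compare the other 2 classes.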

How the results depend on the processing

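The rRNA-depleted count of 5220 genes stayed within 1.5 times under 20 of 22 alternatives. It was 2242 at an adjusted p threshold of 0.01 (by construction a subset) and 3237, of which 3005 were among the 5220, with reads thinned to the shallowest library, where fewer reads are used. The fits that left out 1 library gave 4342 to 5185 genes; without knockout-labelled library 3 that group has 1 sample and no calls were made. The direction of the calls depended on the scaling: 64.8% were higher with TPM as deposited, 52.1% after quantile normalization, 49.7% after median ratio scaling and, with alternatives chosen after seeing the data, 46.9% after removing the GC trend and 52.4% under voom. The median change of all genes was 0.41 as deposited, 0.12 after median ratio scaling, 0.25 after 75th percentile scaling, 0.07 after quantile normalization and 0.11 with the GC trend removed. Treating the 6 libraries as separate samples, as first planned, gave 6880 genes, 5206 of them among the 5220.

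Libraries with the same number did not deviate together: the correlations of their deviations were 0.02, -0.02 and 0.01 for numbers 1 to 3. Libraries within a label differed little beyond counting noise (chi-square of 1.02 to 1.54 per degree of freedom), so these correlations cannot exclude a pairing by number. A replicate block with the 6 libraries as separate samples gave 6037 genes, against 6880 in the same fit without it. In that comparison METTL3 went from an adjusted p of 0.0486 to 0.113 and LAMTOR5 from 0.0473 to 0.0569, and the block changed no other call among the genes named and the 7 lists.

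In the authors' deposited table, 2782 genes became 1811 at an adjusted p of 0.01 and 647 with an absolute log2 fold change of at least 1, both by construction subsets. No paired analysis, other normalization, other test or leaving out of libraries was run for it, because it holds no value for a single library. ZBP1 is listed at 0 under each rRNA-depleted setting, so no alternative gives it a value.

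METTL3 stayed higher in the libraries labelled knockout and did not pass the threshold of 0.05 under 19 of 21 alternatives, with limma adjusted p-values from 0.0953 to 0.595 over the 18 of them that gave one. Its log2 change among these 19 was smallest with median ratio scaling, at 0.15. The fits that left out 1 library gave log2 changes of 0.38 to 0.53. With the 6 libraries as separate samples its log2 change of 0.46 had an adjusted p of 0.0486, and with the GC trend removed it was -0.33 (adjusted p 0.333); the cause was not tested. TGFB2 (-0.16) and ANXA3 (-0.39) also reversed with the GC trend removed, and ANXA3 (-0.16) under voom; none of the 3 passed the threshold either way. Of the other genes named, 25 results became weaker and 8 stronger.

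The interferon, mitochondrial and histone lists, past the threshold under camera with its preset correlation, did not pass with an estimated correlation (adjusted p 0.181, 0.285 and 0.210). The m6A and cytokine lists passed only under fry (0.000948 for both), which is not relative to all genes. The cytokine list reversed, to -0.16, over genes with a mean of at least 5 recovered reads, which leaves fewer members. The histone list ranged from 0.67, without knockout-labelled library 3, to 0.98 when 1 library was left out. In the authors' deposited table the histone list passed with no filter on members (median -0.20, adjusted p 0.01995, against 0.0504). The cell death and p53 lists kept their direction and their side of the threshold under the 16 alternatives run in the rRNA-depleted libraries, no call being made without knockout-labelled library 3. The cell death list, -0.51 relative to all genes, was -0.29 without wild-type library 1, -0.27 without wild-type library 3 and -0.30 without knockout-labelled library 3, and the cytokine list, 1.04, was 0.69 without wild-type library 2. Under quantile normalization the median of each of the 7 lists relative to all genes kept its sign. It also did under 75th percentile and median ratio scaling, which hardly test it. Centring on all genes largely removes their 1 factor per library. With the GC trend removed the interferon list went from 1.43 to 0.96, the mitochondrial list from 2.29 to 1.78, the histone list from 0.93 to 1.04, the cytokine list from 1.04 to 0.89, the m6A list from 0.60 to 0.57, the cell death list from -0.51 to -0.40 and the p53 list from -0.46 to -0.20, each on the same side of the threshold. Where the cause of these changes is not stated, it was not tested.

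The correlation between library types, 0.196, was 0.491 over genes past the threshold in both, 0.155 with the GC trend removed, 0.218 over genes with at least 5 recovered reads and 0.222 under voom. Leaving out 1 library gave 0.184 to 0.198. Depth limits single genes with few reads: 3 reads equal 3.32 to 5.74 TPM for ZBP1 in the wild-type libraries, so the low members of the lists have bounds and not folds.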

Other observations

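The tests in this part were chosen after the results were seen. The real grouping of the 5 rRNA-depleted samples gave 5220 genes, and 1 of the 10 splits, the real one, gave as many. The other splits gave 0 to 2 genes, and data simulated with no gene changed gave 0. Between libraries of different labels the chi-square statistic of the reads was 12.2 to 25.6 per degree of freedom, against 1.02 to 1.54 within a label. With 10 splits the share that gave as many cannot be under 0.1, so the count of splits alone does not settle whether the grouping arose by chance.

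The wild-type rRNA-depleted libraries ranked genes less like the poly(A) libraries than the libraries labelled knockout did. Against the mean normalized count per base of exon in the authors' deposited table, over protein-coding genes with a mean of at least 50, the Spearman correlation was 0.436 to 0.454 for the 3 wild-type libraries and 0.659 to 0.684 for the 3 labelled knockout. Depth does not account for this, since with every library thinned to the shallowest the lowest value among those labelled knockout was 0.646 against a highest of 0.446 in the wild type. With the GC trend of each library removed the lowest was 0.635 against 0.470, and with the length trend removed 0.667 against 0.443. Genomic DNA is limited by the 376 olfactory receptor genes, whose reads plus 3 allow DNA to be at most 0.373% of the reads of a wild-type library. The limit was 0.508% in 1 library labelled knockout, so the limits do not separate the labels. What stays open is a difference in RNA quality, depletion or library preparation between the labels, which the labels do not record, and the genotype itself, which was not tested apart from them.

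Other values separate the same libraries. Mitochondrial ribosomal RNA took 0.69% ± 0.09 of recovered reads (SD, n = 3) in the wild type and 0.03% ± 0.003 (SD, n = 2) in the libraries labelled knockout. Small nucleolar RNAs took 0.32% ± 0.04 and 0.05% ± 0.003, genes annotated as sense intronic 0.25% ± 0.02 and 0.08% ± 0.007, and antisense genes 0.54% ± 0.01 and 0.34% ± 0.004. Protein-coding genes with no reads in the authors' deposited table took 6.64 ± 0.52 and 2.86 ± 0.49 reads per 10000. MT-ND6 had 7319 ± 1420 TPM and 2382 ± 510 TPM, while MT-ND4, encoded on the opposite strand, had 1058 ± 201 TPM and 8256 ± 989 TPM. No explanation was tested for these values.

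The weak agreement between library types is not sampling noise alone. Over 985 genes with a mean of at least 100 recovered reads and a standard error under 0.15 in the authors' deposited table, the correlation between types was 0.266, while independent pairs of rRNA-depleted libraries correlated at 0.960 over the same genes. Removing the GC trend from the rRNA-depleted libraries lowered the correlation between types to 0.155, and removing GC and length trends from both gave 0.173, so these trends do not account for the low value. The 2 types also differ in which RNA they capture, and that was not tested apart from the genotype.

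The fall of rRNA-depleted changes with GC content may be in part a bias of single libraries. Samples with the same label also differ by GC content: the Spearman correlation of their difference with GC content was 0.200 in size, and negative, between the 2 knockout-labelled samples, the largest of 4 such pairs, against -0.367 between the labels, while the 3 wild-type pairs lay between -0.03 and 0.002. A bias of single libraries and an effect of the genotype cannot be told apart here, because only 2 samples carry the knockout label. In the authors' deposited table the correlation with GC content was -0.17 over 13948 genes, of the same sign.

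The median of the histone list lay above that of all genes in the rRNA-depleted libraries (0.93) and low in the authors' deposited table (-0.25). In the rRNA-depleted libraries 31 members were higher and 9 lower past the limma threshold. The members with the most TPM in the wild type were among those that fell. These were H4C2 (-3.24), H1-4 (-1.96) and H4C5 (-0.82), given as log2 changes. The median GC content of the list, 57.4%, is on the side where other genes fell, and with the GC trend removed the list stood at 1.04 relative to all genes. With reads thinned to the shallowest library it stood at 0.93, past the threshold. Sharing of reads among histone copies was not tested. A candidate explanation left open is that poly(A) capture records only the few histone mRNAs with a tail, so the 2 types may follow different molecules.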
